A study of Mus musculus with 12 samples. Its data were reported in "Myeloid lineage enhancers drive oncogene synergy in CEBPA/CSF3R mutant acute myeloid leukemia" (2019).

How the data were processed

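RNA-seq had been carried out on lineage-negative bone marrow cells of C57BL/6 mice, an inbred strain, that carried retroviral vectors. The libraries number 12 and form 4 groups of 3, with vectors encoding the receptor mutant CSF3R T618I, the transcription factor mutant CEBPA V314VW, both mutants at once, or no insert. Per the labels, marrow was grown with conditioned medium, IL-3, IL-6 and SCF during transduction, and cells lacking mature lineage antigens and positive for the vectors' fluorescent markers were sorted and frozen. RNA was extracted with the RNeasy micro kit and cDNA was made with the SMARTer universal low input kit, which amplifies cDNA by PCR. The series design states that the letters A, B and C are biological replicates. It does not say whether equal letters share an animal, a culture or a sort day, and no label gives a batch.

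The authors trimmed the reads with Trimmomatic, aligned them with STAR and tested expression with DESeq2; the submitters' processing notes name the mm10 build. The program that assigned reads to genes, the annotation release and the strand setting are not given in the sources used here. The deposited values are raw read counts per gene, with 1 column per library and no normalization, and 0 columns lacked a matching sample. Reads of overlapping or antisense genes therefore cannot be separated here. Members of multigene families that can share reads are reported as uncertain, which applies to the Stfa family with BC100530, the globins Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, and the Ifi206, Ifi208 and Ifi209 group. The vectors encode CSF3R and CEBPA, and reads from an insert that align to mouse Csf3r or Cebpa cannot be told from reads of the cell's own gene in these counts.

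The table held 51918 lines, of which 6 repeated a gene and were dropped, leaving 51912 genes. A spreadsheet had turned 26 symbols into dates and left 1825 blank. Gene IDs were looked up in a name table that held 51633 of them, which filled 1776 symbols. Coordinates are those of GENCODE M21 on mm10. In all 12 libraries 21876 genes had no count.

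Library totals ran from 44210071 to 67431235 counts, and 21368 to 23262 genes were detected per library. Intervals and floors given below cover counting error only, since reads copied by PCR are not independent molecules. A fold against a group with no counts is a lower bound set by a floor of 3 counts over the group.

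Differential expression was tested in R 4.3.3 with edgeR 4.0.16, by the quasi-likelihood F test with robust estimation, TMM scaling and the default expression filter by group, which left 16360 genes. These hold between 99.95% and 99.97% of the counts of each library, and 13104 are protein coding. A single model with terms for CSF3R, CEBPA and their interaction was fitted to all 12 libraries, so every contrast shares 1 estimate of the spread. The common biological coefficient of variation was 0.166 and the median prior degrees of freedom were 4.41. P-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 with an absolute log2 fold change over 1, the thresholds the study states. The interaction is the effect of mutant CSF3R with mutant CEBPA minus its effect without, on the log2 scale. Values printed as CPM were computed from the counts with TMM-scaled library sizes and are given as mean ± SD with n = 3. Log2 fold changes are followed by a standard error where one is given. It was computed as the absolute log2 fold change over the square root of the F statistic.

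Gene lists were fixed from general knowledge of blood formation. They number 22, with 523 entries, 499 distinct genes and 22 genes in more than 1 list; 487 entries were tested and 1 was not found in the table. The lists are neutrophil granule and maturation, primary granule, monocyte and macrophage, JAK/STAT target and feedback, inflammatory cytokine and effector, interferon-stimulated, stem and progenitor, myeloid transcription factor and cytokine receptor, erythroid, megakaryocyte and platelet, mast cell and basophil, eosinophil, dendritic cell and MHC class II, B cell, T and NK cell, DNA replication and G1/S, mitosis and G2/M, MYC and ribosome biogenesis, cholesterol synthesis, glycolysis and hypoxia, immediate early and handling stress, and genes the study singled out. The last was chosen by the study, in part on these samples, and is not independent evidence. Each list was tested with limma 3.58.1 camera at a preset correlation of 0.01 between genes, with adjustment over the 22 lists of a contrast. Camera with an estimated correlation and the rotation test fry, which does not compare a list with other genes, were run beside it. A list member is said to have risen or fallen when its own adjusted p over all genes was under 0.05, whatever its size of change.

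Genes are named by a fixed rule. For 5 contrasts it takes the 10 largest changes in each direction among called genes with a mean of at least 10 CPM in the highest group and no overlap of the replicate ranges, the last not being asked of the interaction; clone names, predicted genes and pseudogenes were passed over. It adds up to 4 members of each list with the lowest adjusted p and the 9 genes the study singled out. Some genes that meet the rule are not reported here. Principal components used log2 CPM with a prior count of 2. The joint contrast of both mutants against empty vector has no ranking of its own. The tests, thresholds, lists, naming rule and the first set of alternatives were chosen before the data were examined.

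Those alternatives were DESeq2 1.42.0 on the filtered genes, relative log expression factors, total counts, no filter beyond dropping genes without counts, a stricter filter, only the compared groups, no robust estimation, the letter as a block, each library left out, the 2000 most variable genes for the principal components in place of 500, and genes with a mean log2 CPM over 5 for the correlations. A trend over transcript length taken out as an offset and limma voom with a weight per group were chosen after seeing the data. Of the alternatives above, the limit of DESeq2 to the filtered genes was set after its output on all genes with counts was seen. The procedure was tested on simulated counts of 15817 genes. With 100 genes changed at each size, the CSF3R contrast recovered 96% of log2 changes of 1.5 and 100% of changes of 2 with 2 false calls, and the interaction recovered 91% and 98% with 6 false calls. A planted list was called in the CSF3R contrast, and 0 of 20 unchanged lists were. Simulated genes were independent of each other and had the same fitted spread in every group. Changed genes were not drawn from those of lowest abundance. The simulation therefore does not test list calls among correlated genes, and the erythroid list had an estimated correlation of 0.533 in that contrast.

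Replicate pairs were compared by a chi-square test of their counts. It gave between 4.11 and 327 per degree of freedom, so no pair lay within the sampling noise of independent reads. Reads copied by PCR also raise this value, so it does not show by itself that libraries are separate samples. All 12 libraries were kept as the biological replicates that the series design names.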

Results

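RNA was sequenced from mouse bone marrow progenitors to measure how the transcriptional programs of a pair of leukemia oncogenes combine. CSF3R is the receptor for granulocyte colony-stimulating factor, and T618I, here mutant CSF3R, is an activating mutation in it. CEBPA is a transcription factor required for granulocyte differentiation, and V314VW, here mutant CEBPA, is a C-terminal mutation of the kind found in acute myeloid leukemia. Lineage-negative marrow cells carried empty vector, mutant CSF3R, mutant CEBPA or both mutants, with 3 biological replicates per group lettered A, B and C. Nothing in the labels says that equal letters share an animal or a culture. The empty vector libraries held 51244889, 44210071 and 48633898 counts in replicates A, B and C. Mutant CSF3R libraries held 51145335, 67431235 and 50875519 counts. Totals were 47631590, 46573981 and 47255410 with mutant CEBPA, and 45171332, 45101252 and 52426593 with both mutants. The 100 most abundant genes took between 13.7% and 18.4% of a library's counts.

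The groups fell apart on the first principal components of the 500 most variable genes, which carried 56.5% and 33.3% of the variance. Replicates of mutant CSF3R varied most around their group, with a biological coefficient of variation of 0.265, against 0.146 with empty vector, 0.138 with mutant CEBPA and 0.0455 with both mutants. An axis of the spread within groups carried 75.7% of that spread over 8957 genes, and its loadings correlated across genes with log2 transcript length (r = -0.597, genes not being independent replicates). Libraries CSF3R A and CSF3R B scored 24.2 and 6.27 on its short-transcript side, and CSF3R C scored -30.5. Replicate A of mutant CEBPA and replicate C of empty vector also lay on the short-transcript side, at 13.9 and 13.8. Lars2, a mitochondrial leucyl-tRNA synthetase gene, took 1.64% of the counts of CSF3R A and 0.878% of CSF3R B, with a lowest share of 0.305% among the 12 libraries. The predicted gene Gm23935 took 0.612% and 0.324% of the same 2 libraries, with a lowest share of 0.0953%. Which RNA the reads of either gene came from was not tested. Mitochondrial genes took 0.887% of the counts of CSF3R A and at least 0.295% elsewhere.

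**Figure D1:**
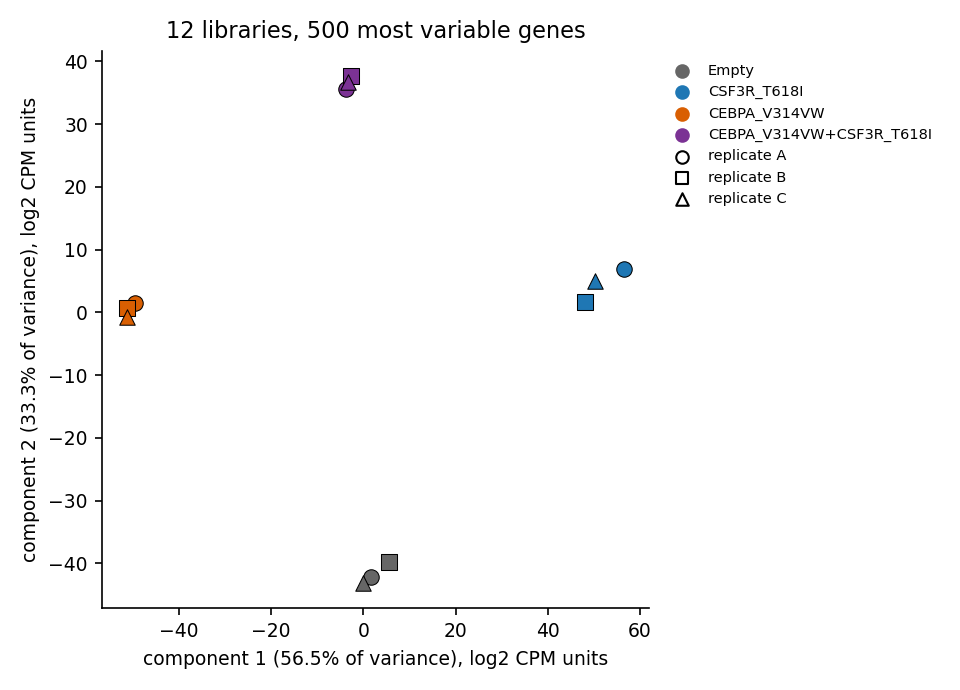
Principal components 1 and 2 of the 500 most variable genes (log2 CPM), with 1 point per library colored by group and percentages of variance of 56.5% and 33.3% on the axes. The 3 replicates of each of the 4 groups lie together and apart from the other groups.

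Mutant CSF3R alone was compared with empty vector to find what the receptor mutant changes on its own. Red cell genes and JAK/STAT feedback genes were higher in 3 libraries against 3. Neutrophil granule genes were higher and interferon-stimulated and mast cell and basophil genes were lower by limma camera at its preset correlation (adjusted p = 0.189, 0.205 and 0.275 with an estimated correlation). Slc4a1, the band 3 anion exchanger of the red cell membrane (ENSMUSG00000006574, chromosome 11, 102348824 to 102366203), rose from 0.0963 ± 0.0350 CPM to 149 ± 34.4 CPM (mean ± SD, n = 3). Hp, which encodes the hemoglobin scavenger haptoglobin, rose from 125 ± 17.9 to 763 ± 125 CPM. Socs3, a feedback inhibitor of cytokine receptor signaling, rose from 28.5 ± 1.12 to 141 ± 13.8 CPM. Of the 16360 genes tested, 1390 were called, 732 higher and 658 lower, and 3217 passed at the adjusted p alone (edgeR). The last count was 6399 without CSF3R C, and the share of calls that were higher, 52.7%, was 44.1% with total counts in place of TMM and 48.9% with the length trend taken out. CSF3R A and CSF3R B lie on the short-transcript side, and 91.9% of the calls were also made with each library's trend over transcript length taken out, an alternative chosen after seeing the data. The share was 73.1% with limma voom and a weight per group, also chosen after seeing the data. It was 75.6% with a fit of the compared groups only.

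Nos2, the inducible nitric oxide synthase (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254), rose from 0.0287 ± 0.0336 to 25.1 ± 11.5 CPM, a log2 fold change of 9.71 ± 0.653 (edgeR adjusted p = 5.35e-07). Replicate ranges do not overlap for any gene ranked by size in this and the next 3 comparisons, since the naming rule asks for it. Apol11b, of the apolipoprotein L family (ENSMUSG00000091694, chromosome 15, 77633946 to 77643286), had 2721 counts over the 3 mutant CSF3R libraries and 0 with empty vector, at least 828-fold higher by a floor of 3 counts over the group. The transcription factor gene Tcf21 had a ratio of 914 (counting interval 253 to 7550). Rtn4rl2, of the Nogo receptor family, rose by 9.93 on the log2 scale and Steap4, a metalloreductase, by 8.14. The stefin genes Stfa1 (ENSMUSG00000071562, chromosome 16, 36276951 to 36285373), Stfa2, Stfa2l1 and BC100530 can share reads, so their single values are uncertain. Stfa1 rose from 0.503 ± 0.159 to 232 ± 114 CPM, and the count ratios were 564 (193 to 2740) for Stfa2 and 2670 (479 to 106000) for Stfa2l1. Genes with the largest falls included Aldh1a3, a retinaldehyde dehydrogenase, which fell by 4.80 from 21.2 ± 2.78 CPM. Akr1c18, a hydroxysteroid dehydrogenase, fell by 3.64, Igfbp7, an insulin-like growth factor binding protein, by 3.53, and Gpr34, a lysophosphatidylserine receptor, by 3.07. Epx, the eosinophil peroxidase (ENSMUSG00000052234, chromosome 11, 87864000 to 87875536), fell by 3.52, and Ly6c2, which encodes the monocyte antigen Ly6C, by 2.78.

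Among erythroid genes, 23 of 24 rose and 0 fell, also 23 adjusted over the list alone, with a median log2 fold change of 2.94 (limma camera adjusted p = 2.37e-81, and adjusted p = 0.0079 with an estimated correlation). The beta globin gene Hbb-bs rose by 6.28 and the alpha globin gene Hba-a2 by 8.11, both uncertain because globin copies can share reads. Of 41 neutrophil granule and maturation genes, 30 rose, 1 fell and 10 did not pass, with 30 and 1 adjusted over the list alone and a median of 2.41 (camera adjusted p = 6.98e-18, and adjusted p = 0.189 with an estimated correlation). Lcn2, the siderophore-binding granule protein, rose from 20.6 ± 6.56 to 265 ± 90.6 CPM, and the protease inhibitor Slpi from 87.3 ± 8.49 to 367 ± 91.5. JAK/STAT target and feedback genes rose for 12 of 24 and fell for 3, with 13 and 4 adjusted over the list alone (camera adjusted p = 1.17e-10, and adjusted p = 0.0362 with an estimated correlation). Examples are Bcl3, a nuclear cofactor of NF-kappa B, at a log2 fold change of 3.25 ± 0.109, Junb, an AP-1 transcription factor, at 1.39 ± 0.0946, and Bcl6, a transcriptional repressor, at 3.22 ± 0.198.

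Interferon-stimulated genes fell for 13 of 29 and rose for 0, with 13 lower adjusted over the list alone (camera adjusted p = 2.32e-07, and adjusted p = 0.205 with an estimated correlation). The nucleotide kinase gene Cmpk2 fell by 2.29 and Usp18, which removes ISG15 from proteins, by 2.20. Mast cell and basophil genes fell for 14 of 23 and rose for 2, the same numbers adjusted over the list alone (camera adjusted p = 9.34e-05, and adjusted p = 0.275 with an estimated correlation). The members went both ways, as the steroid synthesis gene Cyp11a1 fell by 1.15 and the basophil protease gene Prss34 by 1.68, while the mast cell protease gene Mcpt2 rose by 3.96. Of 19 megakaryocyte and platelet genes 5 fell and 1 rose, with 6 and 1 adjusted over the list alone (camera adjusted p = 0.00501, and adjusted p = 0.275 with an estimated correlation). Gp9, part of the platelet von Willebrand factor receptor, fell by 1.67, and the endothelial and platelet adhesion receptor gene Selp rose by 1.78. Stem and progenitor genes fell for 13 of 30 and rose for 5, with 14 and 5 adjusted over the list alone (camera adjusted p = 0.00501, and adjusted p = 0.275 with an estimated correlation). Angpt1, a ligand of the TIE2 receptor, fell from 69.8 ± 7.51 to 11.4 ± 0.502 CPM.

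Of 22 monocyte and macrophage genes 5 rose and 2 fell, with 7 and 4 adjusted over the list alone, and the list was not called (camera adjusted p = 0.838). Irf8, a transcription factor of monocyte and dendritic cell development, fell by 1.57 and Lgals3, the gene of galectin-3, rose by 1.58. For B cell genes 1 rose and 2 fell of the 10 tested, out of 19 listed, with 2 and 3 adjusted over the list alone (camera adjusted p = 0.501). Calls of 5 further lists each ended when a library was left out, and these are given as values only, each also lost with an estimated correlation. The DNA replication list had a camera adjusted p of 0.0238, which was 0.287 without CSF3R C and 0.0682 without empty vector B (adjusted p = 0.508 with an estimated correlation). Glycolysis and mitosis stood at 0.00988 and 0.00501, and at 0.0785 and 0.0641 without CSF3R C (adjusted p = 0.344 and 0.344 with an estimated correlation). The inflammatory list stood at 0.0238, at 0.0564 without CSF3R A and 0.0675 without empty vector C (adjusted p = 0.482 with an estimated correlation). Primary granule genes stood at 0.0135 and at 0.0545 without CSF3R B (adjusted p = 0.344 with an estimated correlation), and here a median of 0.135 had the other sign than the mean of -0.41 and the test. That median was -0.139 with the length trend taken out, -0.196 without CSF3R C and -0.0439 without empty vector C.

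**Figure D2:**
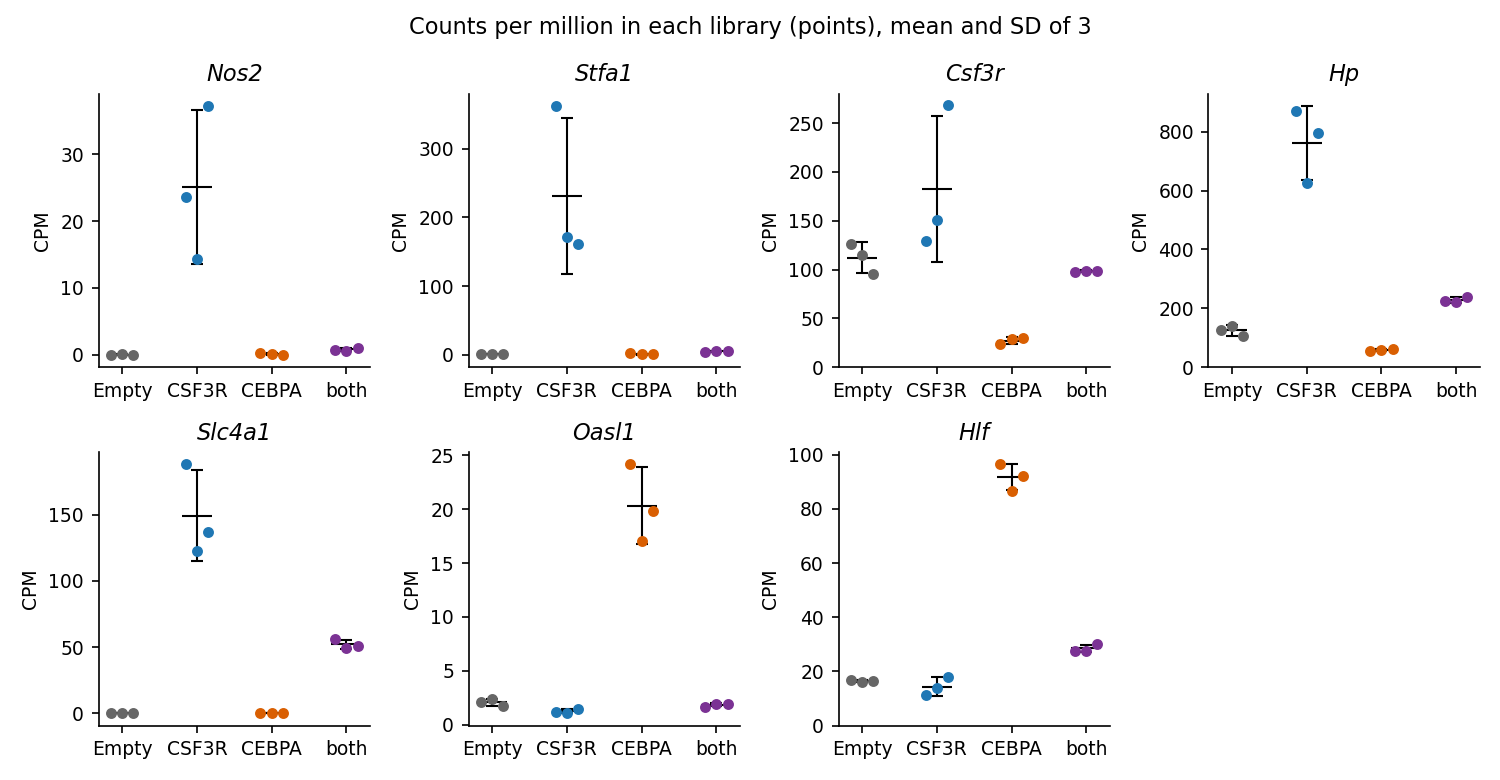
CPM of 7 genes in each library (points, 3 per group) with the group mean and SD (bars), for Nos2, Stfa1, Csf3r, Hp, Slc4a1, Oasl1 and Hlf. Slc4a1 stands at 149 CPM on average with mutant CSF3R and at 0.0963 with empty vector, and Oasl1 is highest with mutant CEBPA alone, at 20.3 CPM.

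Mutant CEBPA alone was compared with empty vector in the same way. Interferon-stimulated genes were higher and T and NK cell genes were lower in 3 libraries against 3. Primary granule, mast cell and basophil, megakaryocyte and eosinophil genes were lower by limma camera at its preset correlation (adjusted p = 0.0633, 0.0633, 0.0633 and 0.0756 with an estimated correlation). Oasl1, an interferon-stimulated gene of the oligoadenylate synthetase family, rose from 2.08 ± 0.294 to 20.3 ± 3.58 CPM, and Irf7, a transcription factor of the interferon response (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481), from 10.5 ± 1.56 to 82.8 ± 15.8 CPM. Elane, the gene of neutrophil elastase, fell from 2876 ± 558 to 1158 ± 88.3 CPM, and Mcpt8, a basophil protease gene, from 1087 ± 76.8 to 252 ± 13.5 CPM. Hlf, a transcription factor of stem cells, rose from 16.6 ± 0.461 to 91.8 ± 4.92 CPM. The model called 1497 genes, 910 higher and 587 lower, and 2812 passed at the adjusted p alone (edgeR).

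The largest rises included Sema3c, a secreted semaphorin (ENSMUSG00000028780, chromosome 5, 17574281 to 17730268), with a log2 fold change of 9.67 ± 0.246 from 0.170 ± 0.0156 CPM (edgeR adjusted p = 1.75e-10). Il17rb, a chain of the interleukin-25 receptor (ENSMUSG00000015966, chromosome 14, 29996135 to 30008896), rose by 7.37, the thyroid hormone receptor gene Thrb by 6.87, and Crhbp, the corticotropin-releasing hormone binding protein, by 6.75. Il17rb lies next to Chdh on chromosome 14, and with the strand setting unknown the values of both are uncertain. Mmp8, the neutrophil collagenase (ENSMUSG00000005800, chromosome 9, 7558456 to 7568485), rose from 5.40 ± 1.92 to 841 ± 150 CPM. Rbp4, the plasma carrier of retinol (ENSMUSG00000024990, chromosome 19, 38116629 to 38125281), had a count ratio of 1380 (counting interval 382 to 11400). Values for Ifi206 (7.39) and Ifi208 (8.96) are uncertain, as this gene family can share reads. The largest falls included Grm6, a glutamate receptor gene, at -3.94 ± 0.233, and Epx at -4.07 ± 0.552. Ngp, the neutrophilic granule protein, fell by 3.84, Prg2, the eosinophil major basic protein, by 3.55, and the complement receptor genes C5ar1 and C3ar1 by 3.64 and 3.25. Nrp1, a co-receptor for semaphorins and vascular endothelial growth factor, fell by 3.06.

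Interferon-stimulated genes rose for 26 of 29 and fell for 0, also 26 adjusted over the list alone, with a median log2 fold change of 1.74 (camera adjusted p = 6.43e-41, and adjusted p = 0.00682 with an estimated correlation). Oasl2 rose by 3.25 and Ifit3 by 5.18. Dendritic cell and MHC class II genes, markers of another cell type, had a median of 0.0432, or -0.118 without CEBPA A, with 3 of 18 higher, also 3 adjusted over the list alone (camera adjusted p = 0.518). Of the 21 T and NK cell genes listed only 10 passed the expression filter. Among these 6 fell and 1 rose, the same adjusted over the list alone (camera adjusted p = 8.61e-07, and adjusted p = 0.00682 with an estimated correlation). Thy1, a surface antigen of T cells, fell by 1.74, and Lat, a signaling adaptor also present in mast cells and platelets, by 2.26.

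Primary granule genes fell for 9 of 15 and rose for 1, with 10 and 1 adjusted over the list alone (camera adjusted p = 4.92e-07, and adjusted p = 0.0633 with an estimated correlation). Ms4a3, a gene of granulocyte and monocyte progenitors, fell by 1.61. Myeloid transcription factor and cytokine receptor genes fell for 14 of 22 and rose for 2, with 15 and 2 adjusted over the list alone (camera adjusted p = 1.12e-07, and adjusted p = 0.0611 with an estimated correlation). The CEBP family genes Cebpe, Cebpd and Cebpb fell by 1.90, 1.46 and 1.25. Neutrophil granule and maturation genes fell for 17 of 41 and rose for 5, with 20 and 7 adjusted over the list alone and a median of -1.31, or -1.23 with genes at 0 set to their bound (camera adjusted p = 6.56e-05, and adjusted p = 0.461 with an estimated correlation). Mmp8 is among those that rose, as is Clec4e, an innate immune lectin receptor, by 1.83.

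Markers of other blood lineages moved with these. Mast cell and basophil genes fell for 12 of 23, also 12 adjusted over the list alone (camera adjusted p = 4.45e-10, and adjusted p = 0.0633 with an estimated correlation), and Hdc, the histamine-forming enzyme, fell by 1.54. Megakaryocyte and platelet genes fell for 11 of 19 and rose for 2, with 12 and 2 adjusted over the list alone (camera adjusted p = 3.05e-06, and adjusted p = 0.0633 with an estimated correlation), and Gp1ba, part of the platelet von Willebrand factor receptor, fell by 2.02. Eosinophil genes fell for 7 of 11 and rose for 3, the same adjusted over the list alone (camera adjusted p = 0.000531, and adjusted p = 0.0756 with an estimated correlation). Inflammatory cytokine and effector genes fell for 17 of 31 and rose for 5, with 17 and 6 adjusted over the list alone (camera adjusted p = 0.000265, and adjusted p = 0.393 with an estimated correlation). Tnf, tumor necrosis factor, fell by 2.26, and Cxcl3, a chemokine for neutrophils, rose by 3.16. Immediate early and handling stress genes, a sign of sample handling as well as of signaling, fell for 9 of 18 and rose for 1, with 11 and 1 adjusted over the list alone (camera adjusted p = 1.31e-06, and adjusted p = 0.0611 with an estimated correlation).

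Within the JAK/STAT list 11 of 24 genes fell and 1 rose, with 12 and 1 adjusted over the list alone (camera adjusted p = 2.86e-06, and adjusted p = 0.0633 with an estimated correlation). Cish and Socs2 both encode feedback inhibitors of cytokine signaling, and Cish fell by 1.67 while Socs2 rose by 2.72. Stem and progenitor genes rose for 12 of 30 and fell for 6, with 12 and 7 adjusted over the list alone, and the list was not called (camera adjusted p = 0.183). The transcription factor gene Mecom rose by 3.93 and Sox4 by 1.35. Cholesterol synthesis genes were not called either, with 1 higher and 4 lower of 22, and 1 and 5 adjusted over the list alone (camera adjusted p = 0.183). Erythroid genes fell for 9 of 24 and rose for 0, with 10 lower adjusted over the list alone (camera adjusted p = 0.000137, and adjusted p = 0.415 with an estimated correlation). Glycolysis and hypoxia genes fell for 5 of 23 and rose for 0, with 6 and 1 adjusted over the list alone (camera adjusted p = 0.0227, and adjusted p = 0.461 with an estimated correlation). For B cell genes the median of 0.262 and the test, which ranked them lower, differed in sign (camera adjusted p = 0.741), but the median was -0.088 without CEBPA A.

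With mutant CEBPA present, the effect of mutant CSF3R was read from both mutants against mutant CEBPA alone. Red cell genes and JAK/STAT feedback genes were higher, and interferon-stimulated genes were lower, in 3 libraries against 3. Slc4a1 rose from 0.114 ± 0.110 to 52.0 ± 3.35 CPM, Socs3 from 14.9 ± 2.45 to 82.3 ± 5.06 CPM, and Saa3, an acute phase serum amyloid gene (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700), from 6.21 ± 1.36 to 251 ± 14.5 CPM. Irf7 fell from 82.8 ± 15.8 to 5.24 ± 0.625 CPM. The model called 1397 genes, 598 higher and 799 lower, and 2926 passed at the adjusted p alone (edgeR).

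Further large rises were those of Il1r2, the decoy receptor of interleukin-1, at a log2 fold change of 5.46 ± 0.540 (edgeR adjusted p = 1.39e-05), Lrg1, a secreted leucine-rich glycoprotein, at 5.08 ± 0.542, and Clca3a1, of the chloride channel accessory family, at 5.05 ± 0.227. Steap4 and Rtn4rl2 rose again, by 5.51 and 7.68. Smoc2, a matrix glycoprotein gene, had a count ratio of 1320 (counting interval 365 to 10900). The largest falls were in interferon-stimulated genes and Rbp4, with Ifi44 at a log2 fold change of -5.38 ± 0.383, Usp18 at -4.55 ± 0.209, Rtp4 at -4.47 ± 0.264, Rbp4 at -4.47 ± 0.224 and Rsad2, the antiviral enzyme viperin, at -3.82 ± 0.234.

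Erythroid genes rose for 22 of 24 and fell for 0, with 23 higher adjusted over the list alone and a median of 2.49 (camera adjusted p = 7.43e-62, and adjusted p = 0.0062 with an estimated correlation). JAK/STAT genes rose for 13 of 24 and fell for 3, with 15 and 3 adjusted over the list alone (camera adjusted p = 3.18e-15, and adjusted p = 0.0125 with an estimated correlation), and the kinase gene Pim2 rose by 1.85. Interferon-stimulated genes fell for 26 of 29 and rose for 0, also 26 adjusted over the list alone, with a median of -3.46 (camera adjusted p = 1.38e-68, and adjusted p = 0.00167 with an estimated correlation). Dendritic cell and MHC class II genes moved with them, 6 of 18 lower and 0 higher, the same adjusted over the list alone (camera adjusted p = 0.0021, and adjusted p = 0.0872 with an estimated correlation), and the MHC class II gene H2-Ab1 fell by 0.78. Neutrophil granule and maturation genes rose for 17 of 41 and fell for 2, with 20 and 2 adjusted over the list alone and a median of 1.97, or 1.85 with genes at 0 set to their bound (camera adjusted p = 5.78e-11, and adjusted p = 0.174 with an estimated correlation). Cxcr2, a neutrophil chemokine receptor gene, rose by 2.85.

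Progenitor genes and markers of other lineages were lower at the preset correlation. Mast cell and basophil genes fell for 13 of 23 and rose for 3, the same adjusted over the list alone (camera adjusted p = 2.61e-05, and adjusted p = 0.145 with an estimated correlation), and Prss34 fell by 2.33. Stem and progenitor genes fell for 17 of 30 and rose for 6, with 19 and 6 adjusted over the list alone (camera adjusted p = 0.000396, and adjusted p = 0.145 with an estimated correlation), and Angpt1 fell by 2.55. Megakaryocyte and platelet genes fell for 6 of 19 and rose for 2, with 7 and 3 adjusted over the list alone (camera adjusted p = 0.000368, and adjusted p = 0.136 with an estimated correlation). Ranked higher were myeloid transcription factor and cytokine receptor genes, 8 of 22 higher and 2 lower, with 9 and 3 adjusted over the list alone (camera adjusted p = 0.000293, and adjusted p = 0.136 with an estimated correlation). Inflammatory genes had 11 of 31 higher and 5 lower, with 13 and 6 adjusted over the list alone (camera adjusted p = 0.00523, and adjusted p = 0.376 with an estimated correlation), and immediate early genes 5 of 18 higher, 6 adjusted over the list alone (camera adjusted p = 0.00366, and adjusted p = 0.174 with an estimated correlation).

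Growth and metabolism lists were ranked higher on this background at the preset correlation, while most members of the MYC, mitosis and DNA replication lists did not pass. Glycolysis and hypoxia genes rose for 13 of 23 and fell for 1, with 15 and 1 adjusted over the list alone (camera adjusted p = 1.55e-06, and adjusted p = 0.136 with an estimated correlation), and the lactate transporter gene Slc16a3 rose by 1.38. MYC and ribosome biogenesis genes rose for 8 of 25, 11 adjusted over the list alone, with a median of 0.287 (camera adjusted p = 0.00169, and adjusted p = 0.247 with an estimated correlation). Mitosis genes rose for 5 of 28, 8 adjusted over the list alone (camera adjusted p = 0.000735, and adjusted p = 0.247 with an estimated correlation). DNA replication genes rose for 5 of 33, with 7 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.00463, and adjusted p = 0.381 with an estimated correlation). Cholesterol synthesis genes stood at a camera adjusted p of 0.0164, which was 0.0583 without CEBPA A (adjusted p = 0.347 with an estimated correlation), and eosinophil genes at 0.0263, which was 0.0586 without replicate A of both mutants (adjusted p = 0.186 with an estimated correlation). The B cell and T and NK cell lists had medians of -0.576 and -0.443 against a test direction of higher, as did primary granule genes at -0.126, and none of them was called. The B cell median was -0.107 without CEBPA A and the T and NK median -0.186 without replicate C of both mutants, and that of primary granule genes was -0.218, -0.0228 and -0.083 without CEBPA A, B and C.

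The effect of mutant CEBPA with mutant CSF3R present was read from both mutants against mutant CSF3R alone. Neutrophil granule genes, red cell genes and markers of mast cells and megakaryocytes were lower by limma camera at its preset correlation, in 3 libraries against 3 (adjusted p = 0.193, 0.0807, 0.0807 and 0.0807 with an estimated correlation). Hp fell from 763 ± 125 to 229 ± 9.45 CPM, and Nos2 from 25.1 ± 11.5 to 0.795 ± 0.195 CPM, a log2 fold change of -4.96 ± 0.434 (edgeR adjusted p = 6.15e-06). Sema3c rose from 0.181 ± 0.0860 to 131 ± 0.649 CPM and Mecom from 2.22 ± 1.29 to 37.5 ± 2.66 CPM. The model called 1422 genes, 744 higher and 678 lower, and 3025 passed at the adjusted p alone (edgeR). Without CSF3R C the lower calls numbered 1035 and those at the adjusted p alone 6666, and without replicate A of both mutants the latter numbered 1934.

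Large rises included Mmp12, a macrophage elastase gene, by 8.83, Sidt1, a transmembrane family gene, by 6.90, Thrb by 6.21, Il17rb by 6.77 and Tnfsf13b, the B cell survival factor BAFF, by 5.49. Ngp fell by 4.85 and Olfml2b, an olfactomedin-like gene, by 4.15. Stfa1 fell by 5.58, uncertain for the reason above. Of 41 neutrophil granule and maturation genes 31 fell and 4 rose, with 33 and 5 adjusted over the list alone and a median of -2.44 (camera adjusted p = 4.95e-12, and adjusted p = 0.193 with an estimated correlation). Erythroid genes fell for 23 of 24, also 23 adjusted over the list alone, with a median of -1.11 (camera adjusted p = 4.3e-18, and adjusted p = 0.0807 with an estimated correlation). Mast cell and basophil genes fell for 15 of 23, with 18 lower and 1 higher adjusted over the list alone (camera adjusted p = 3.34e-11, and adjusted p = 0.0807 with an estimated correlation). Megakaryocyte and platelet genes fell for 12 of 19, also 12 adjusted over the list alone (camera adjusted p = 7.42e-08, and adjusted p = 0.0807 with an estimated correlation). The monocyte and macrophage list stood at a camera adjusted p of 0.0311, at 0.0795 without replicate B of both mutants and 0.111 without CSF3R B (adjusted p = 0.382 with an estimated correlation). Interferon-stimulated and B cell genes had medians of -0.0294 and -0.235 against a test direction of higher, and neither was called (camera adjusted p = 0.454 and 0.725). These medians were 0.0958 without CSF3R C and 0.207 without replicate B of both mutants. Among monocyte genes Gpnmb, a macrophage glycoprotein, rose by 4.27, and F13a1, a coagulation factor chain made by monocytes and platelets, by 2.73.

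Immediate early and handling stress genes moved with these lists and fell for 9 of 18 and rose for 3, with 9 and 3 adjusted over the list alone (camera adjusted p = 0.00807, and adjusted p = 0.24 with an estimated correlation). JAK/STAT genes fell for 14 of 24 and rose for 1, with 14 and 2 adjusted over the list alone (camera adjusted p = 0.000144, and adjusted p = 0.136 with an estimated correlation), and inflammatory genes for 14 of 31 and rose for 3, with 18 and 4 adjusted over the list alone (camera adjusted p = 0.000159, and adjusted p = 0.3 with an estimated correlation). T and NK cell genes fell for 6 of 10 and rose for 1, with 6 and 1 adjusted over the list alone (camera adjusted p = 0.00362, and adjusted p = 0.0807 with an estimated correlation), and eosinophil genes for 7 of 11 and rose for 2, with 7 and 2 adjusted over the list alone (camera adjusted p = 0.000355, and adjusted p = 0.0807 with an estimated correlation). Myeloid transcription factor and cytokine receptor genes fell for 9 of 22 and rose for 3, with 10 and 3 adjusted over the list alone (camera adjusted p = 0.000355, and adjusted p = 0.136 with an estimated correlation). Primary granule genes fell for 9 of 15 and rose for 3, with 10 and 3 adjusted over the list alone (camera adjusted p = 0.0112, and adjusted p = 0.321 with an estimated correlation), a call that ended with the length trend taken out (camera adjusted p = 0.363).

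The interaction measures where the effect of one mutant differed with the other present. On the log2 scale interferon-stimulated genes lay below the sum of the separate effects, as did the semaphorin gene Sema4f. The CPM of Sema4f was nonetheless highest with both mutants. Isg15, a ubiquitin-like protein induced by interferon (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818), stood at 3.87 ± 0.171 CPM with empty vector, 5.17 ± 2.49 with mutant CSF3R, 24.6 ± 6.39 with mutant CEBPA and 2.17 ± 0.509 with both, an interaction of -3.92 ± 0.435 on the log2 scale (edgeR adjusted p = 0.0007). Among all tested genes 229 were called, 60 higher and 169 lower, and 289 passed at the adjusted p alone. The count of calls moved with single libraries: it was 565 without CSF3R C, 145 without empty vector B, 150 and 151 without CEBPA A and CEBPA C, and 140, 137 and 149 without replicates A, B and C of both mutants. DESeq2 called 366, among them 225 of the 229, on a gene set chosen after its first output was seen.

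Of the 169 lower genes 46 had been called higher with each mutant alone. A further 57 were higher with mutant CEBPA and not called with mutant CSF3R, 15 were higher with mutant CEBPA and lower with mutant CSF3R, and 25 were higher with mutant CSF3R and not called with mutant CEBPA. These contrasts share libraries. In libraries simulated without effects or with the separate effects only, 0 genes called higher for a mutant alone were lower for the interaction. The interaction called only 0.1 genes on average in these sets, which left almost no gene that could overlap. That 0 therefore does not decide how far shared libraries shape the patterns above. The simulated libraries were independent and had the same fitted spread in every group. Within the real groups the coefficient of variation ran from 0.0455 with both mutants to 0.265 with mutant CSF3R. What such unequal spread would give was not tested. Sema4f rose with each mutant, from 0.573 ± 0.0561 CPM to 27.7 ± 8.62 with mutant CSF3R and 33.9 ± 4.58 with mutant CEBPA. With both it stood at 102 ± 11.5 CPM, an interaction of -4.01 ± 0.303. Nos2 had an interaction of -7.01 ± 1.26, with an edgeR adjusted p of 0.0125, and its call ended without CEBPA A (adjusted p = 0.239) and with no filter on low counts (adjusted p = 0.0652). Stfa1 had -5.91 ± 0.989 (adjusted p = 0.00819). Its value was -3.44 without CEBPA A (adjusted p = 0.275), and its adjusted p was 0.0802 with no filter. Hlf, at -1.49 ± 0.197, and Rsad2, at -3.62 ± 0.314, were lower as well. Among the 60 higher genes, B4galnt4, an acetylgalactosaminyltransferase gene, stood at 10.4 ± 1.74, 39.3 ± 9.08, 5.66 ± 0.803 and 70.9 ± 4.97 CPM in the same order, an interaction of 1.73 ± 0.245. Tarm1, an activating receptor of myeloid cells, stood at 1.68 ± 0.197, Far2, a fatty acyl-CoA reductase, at 1.78 ± 0.210, and Afap1, an actin filament associated protein, at 2.09 ± 0.365. Nrp1 at 1.94 ± 0.249 and Aldh1a3 at 2.22 ± 0.310 are genes that fell with each mutant alone.

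Interferon-stimulated genes had an interaction below 0 for 24 of 29, with 26 lower and 1 higher adjusted over the list alone, and a median of -2.06 (camera adjusted p = 2.98e-71, and adjusted p = 0.000859 with an estimated correlation). This is the list whose interaction call also holds with an estimated correlation. Erythroid genes had 1 of 24 lower, 4 adjusted over the list alone, and a median of -0.509, or -0.331 without CSF3R A (camera adjusted p = 1.96e-05, and adjusted p = 0.456 with an estimated correlation). Neutrophil granule and maturation genes had 5 of 41 lower and 0 higher, with 10 and 1 adjusted over the list alone (camera adjusted p = 0.000505, and adjusted p = 0.538 with an estimated correlation). Anxa1, a phospholipid-binding protein abundant in neutrophils, stood at -1.84 ± 0.189. Primary granule genes had 3 of 15 higher and 0 lower, the same adjusted over the list alone (camera adjusted p = 0.000505, and adjusted p = 0.32 with an estimated correlation). Of the remaining lists called at the preset, the estimated correlation left no call in any. For stem and progenitor genes the median of 0.0609 and the mean of -0.0964 differed in sign, as they did for B cell, monocyte, megakaryocyte and mitosis genes, none of them called. Each of these 5 medians changed sign without 1 library or another, to -0.0692 and -0.077 for stem and mitosis genes and 0.114 for monocyte genes without CSF3R A, 0.394 for B cell genes without CSF3R C and -0.147 for megakaryocyte genes without empty vector A.

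Most genes called for a mutant alone were called the same way with the other mutant present, in contrasts that share no library. Of 732 genes higher with mutant CSF3R alone, 427 (58.3%) were also called higher with mutant CEBPA present, where independent lists would share 26.8, and 8 were called lower. Of 658 lower genes 342 (52%) were lower again, against 32.1, and 1 was higher. The log2 changes of all 16360 genes correlated across genes at r = 0.675 and rho = 0.524, genes not being independent replicates. With no filter on low counts these were 0.262 and 0.256. For mutant CEBPA, 488 of 910 higher genes (53.6%) were higher again with mutant CSF3R, against 41.4 for independent lists, and 9 were lower. Of 587 lower genes 348 (59.3%) were lower again, against 24.3, and 0 were higher. The correlations were r = 0.699 and rho = 0.543, or 0.294 and 0.277 with no filter.

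**Figure D3:**
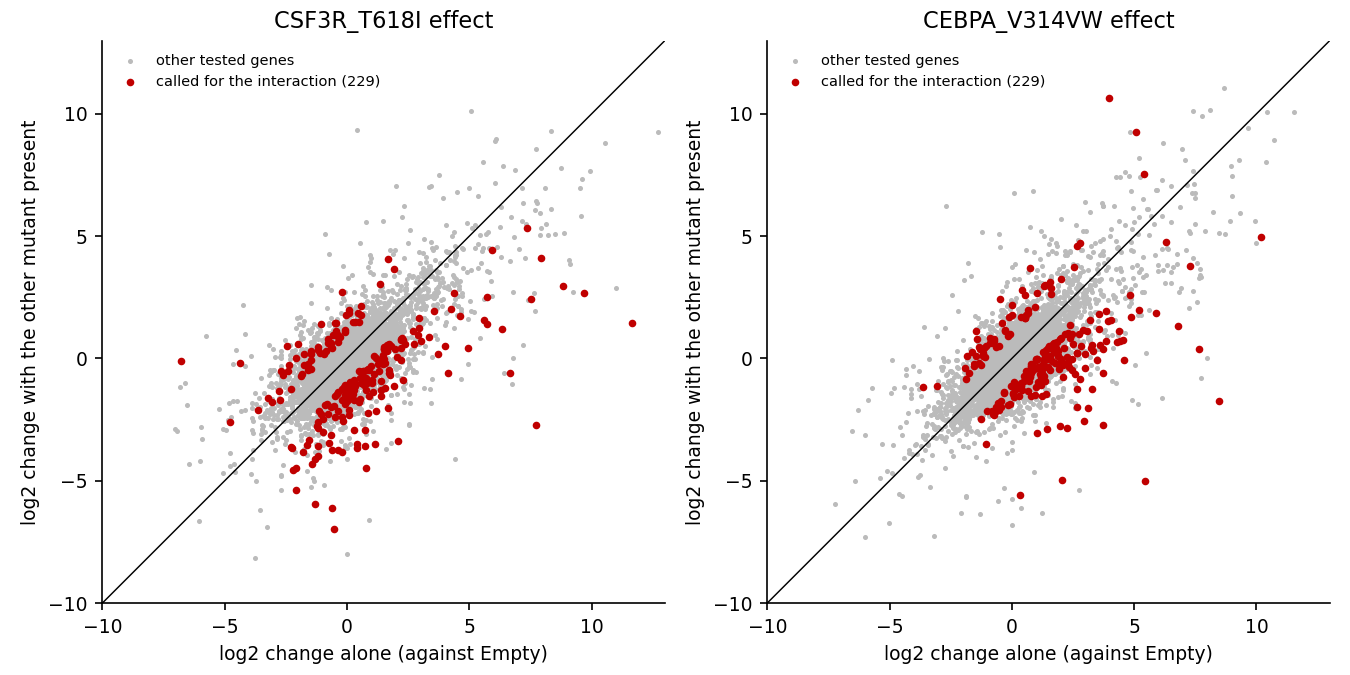
Each gene's log2 fold change for mutant CSF3R (left) and mutant CEBPA (right), alone on the x axis and with the other mutant present on the y axis, with the 229 interaction genes in red and the diagonal of equal change. The correlations across all genes plotted are 0.675 and 0.699.

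Both mutants together were compared with empty vector for the joint change. Markers of mast cells, megakaryocytes and eosinophils were lower and red cell genes were higher, in 3 libraries against 3. Mcpt8 fell from 1087 ± 76.8 to 86.4 ± 9.30 CPM, and Gp9 from 2.37 ± 0.294 to 0.279 ± 0.0604 CPM. Epx fell from 196 ± 47.7 to 1.15 ± 0.244 CPM. Slc4a1 stood at 52.0 ± 3.35 CPM with both mutants. The model called 1897 genes, 1006 higher and 891 lower, and 3509 passed at the adjusted p alone (edgeR).

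Mast cell and basophil genes fell for 17 of 23 and rose for 2, with 19 and 2 adjusted over the list alone (camera adjusted p = 8.61e-19, and adjusted p = 0.0222 with an estimated correlation). Megakaryocyte and platelet genes fell for 15 of 19 and rose for 1, with 16 and 1 adjusted over the list alone (camera adjusted p = 5.64e-13, and adjusted p = 0.0222 with an estimated correlation). Eosinophil genes fell for 7 of 11 and rose for 2, with 7 and 3 adjusted over the list alone (camera adjusted p = 2.71e-05, and adjusted p = 0.0374 with an estimated correlation). Erythroid genes rose for 20 of 24 and fell for 1, with 21 and 1 adjusted over the list alone and a median of 1.78 (camera adjusted p = 7.93e-28, and adjusted p = 0.0344 with an estimated correlation). T and NK cell genes fell for 6 of 10 and rose for 1, with 7 and 1 adjusted over the list alone (camera adjusted p = 0.000178, and adjusted p = 0.0222 with an estimated correlation). Interferon-stimulated genes fell for 13 of 29 and rose for 4, with 17 and 4 adjusted over the list alone (camera adjusted p = 0.000178, and adjusted p = 0.289 with an estimated correlation). Primary granule genes fell for 9 of 15 and rose for 2, with 9 and 2 adjusted over the list alone (camera adjusted p = 2.97e-05, and adjusted p = 0.159 with an estimated correlation), and JAK/STAT genes rose for 9 of 24 and fell for 6, with 10 and 8 adjusted over the list alone (camera adjusted p = 0.0142, and adjusted p = 0.353 with an estimated correlation). Gbp3, an interferon-induced guanylate binding protein gene, is among the interferon-stimulated genes that rose, by 1.41, and Cmpk2 fell by 2.32. B cell genes, with a median of 0.0651, and inflammatory genes, with a mean of 0.205 and a median of -0.0841, were ranked lower by the test, and neither was called (camera adjusted p = 0.849 and 0.36). The B cell median was below 0 without any 1 library other than CEBPA A and CEBPA C, down to -0.644. The inflammatory median was -0.154, -0.154 and -0.225 without empty vector A, B and C, and -0.213 and -0.18 without replicates B and C of both mutants.

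**Figure D4:**
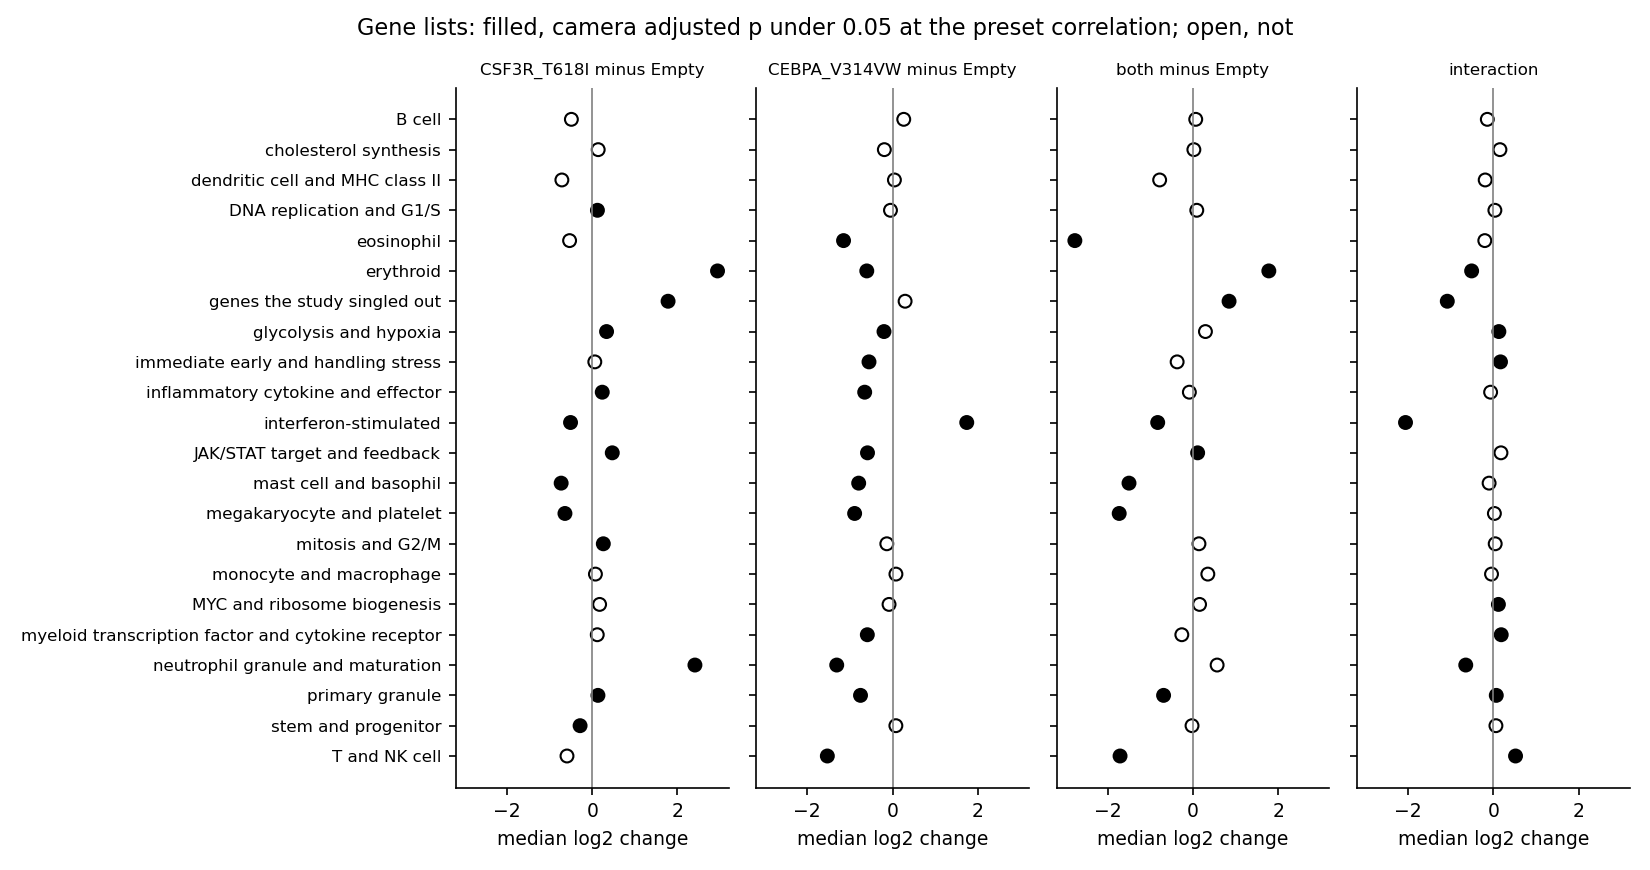
Median log2 fold change of the 22 gene lists in 4 contrasts, with filled points for lists with a limma camera adjusted p under 0.05 at the preset correlation. The erythroid list lies at 2.94 for mutant CSF3R alone and 1.78 for both mutants against empty vector, and the interferon-stimulated list at 1.74 for mutant CEBPA alone.

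The 9 genes the study singled out were chosen in part on these samples, so their list is not independent evidence of a direction. With mutant CSF3R alone 7 rose and 1 fell of 9, the same adjusted over the list alone (camera adjusted p = 3.49e-10, and adjusted p = 0.0255 with an estimated correlation). With mutant CEBPA alone 2 rose and 3 fell, and the median of 0.294 differed in sign from the test (camera adjusted p = 0.303), but was -0.0862 without CEBPA A. Csf3r itself (ENSMUSG00000028859, chromosome 4, 126024550 to 126044440) stood at 112 ± 15.8 CPM with empty vector, 183 ± 74.7 with mutant CSF3R, 27.3 ± 3.13 with mutant CEBPA and 98.3 ± 0.989 with both. It fell by 2.04 with mutant CEBPA alone (edgeR adjusted p = 3.62e-05) and rose by 1.85 when mutant CSF3R was added (adjusted p = 8.31e-05). Cebpa (ENSMUSG00000034957, chromosome 7, 35119293 to 35121928) stood at 141 ± 5.68, 141 ± 4.16, 189 ± 13.7 and 216 ± 3.42 CPM in that order. For either gene, reads from a vector could not be told from those of the endogenous gene in groups that carried its insert. By the labels, empty vector and mutant CEBPA alone carried no CSF3R insert. Myb, a transcription factor of progenitors (ENSMUSG00000019982, chromosome 10, 21124935 to 21160984), fell by 0.78 with mutant CSF3R alone (edgeR adjusted p = 2.13e-05) and stood at -0.03 with both mutants against empty vector (adjusted p = 0.867). With mutant CEBPA it rose by 0.75 ± 0.0825 in the presence of mutant CSF3R (adjusted p = 3.83e-05). Without mutant CSF3R its log2 fold change was 0.29 ± 0.0821 (edgeR adjusted p = 0.0251), which no longer passed without any 1 library other than CEBPA A and those of mutant CSF3R (adjusted p up to 0.149). E2f2, a cell cycle transcription factor, rose by 1.75 with mutant CSF3R alone and by 1.48 with mutant CEBPA present. Pla2g7, the platelet-activating factor acetylhydrolase, rose by 4.53 with mutant CSF3R alone.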

Values the study reported

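The study reported 683 genes that responded to CSF3R T618I at q < 0.05 with a log2 fold change beyond 1 in either direction. It also reported 773 genes that responded to CEBPA V314VW, and 570 genes with an interaction between the oncogenes.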

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

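The tests of dendritic cell markers, of a batch, of an admixture of erythroid cells, of GC content, of the transcript length offset and of the spread under random splits were chosen only after the result was seen. Apart from the spread that follows transcript length, what brought each result here is a difference between the effect of a mutant alone and its effect with the other mutant present, tested as the interaction term of the edgeR model.

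The interaction called 229 genes. Of 100 splits of the 12 libraries drawn at random, the real one included, 1 called as many genes, and the highest other split called 38. Those splits do not decide whether chance can be excluded, because libraries moved between groups turn the separate effects into spread, and the common biological coefficient of variation was 0.393 at the median of the other splits against 0.166. In 10 sets of counts simulated with no effect, and in 10 with the separate effects only, the interaction called 0.1 genes on average, but these sets take the spread from the fit and do not test it. The count rests on single libraries in size, at 565 without CSF3R C, 145 without empty vector B, 150 and 151 without CEBPA A and CEBPA C, and 140, 137 and 149 without replicates A, B and C of both mutants.

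Interferon-stimulated genes were higher with mutant CEBPA alone and had a median interaction of -2.06 on the log2 scale. A single library as the carrier is argued against by the lowest list median with 1 library left out, 1.64, and a transcript length trend by the median of 1.78 with that trend taken out. A larger share of dendritic cells in the sort would raise Cd74, their abundant MHC class II chain. Its log2 fold change was -0.876 with a standard error of 0.336. That value is for mutant CEBPA alone and is of 1 gene, picked after the result was seen. In the dendritic cell list 3 of 18 members rose there and 0 fell, with a median of 0.0432. The rotation test fry ranked this list higher (fry adjusted p = 0.0463), so dendritic cells stay open. In both mutants against mutant CEBPA the dendritic cell list moved lower with the interferon-stimulated genes, with medians of -0.505 and -3.46. A batch of cultures or sorts that coincides with the group stays open, since 0 label columns give a batch or day, and it cannot be told apart from the group. An effect of mutant CEBPA that mutant CSF3R removes is another open explanation, and these data may hold any of them.

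Erythroid genes were higher with mutant CSF3R on both backgrounds and had a median interaction of -0.509, or -0.331 without CSF3R A, with 1 of 24 members lower (limma camera adjusted p = 1.96e-05, and adjusted p = 0.456 with an estimated correlation). The transcript length trend is argued against by a median of 2.82 for mutant CSF3R alone with that trend taken out. An admixture of 1 fixed kind of erythroid cell would raise all its genes in 1 ratio between the backgrounds. The log2 ratios of gains of 22 members had an SD that was 1.86 times the size of their standard errors. The highest ratios, 4.99 and 5.43, were those of the globins Hba-a1 and Hba-a2, which are uncertain because globin copies can share reads. The limit for the SD was also set after the result was seen, so this test does not decide, and an admixture stays open. The cells were sorted as negative for mature lineage antigens, which would remove late erythroid cells. A change in the erythroid program of the transduced cells, or in which erythroid stages are present, stays open and was not tested.

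The spread between libraries followed transcript length, with CSF3R A and CSF3R B at the short-transcript end. As the whole cause of the calls for mutant CSF3R alone it is argued against by 91.9% of the called genes still called the same way with the trend taken out, and a single library by a lowest count of 1262 without 1 of the mutant CSF3R libraries. GC content in place of length is argued against by a correlation across genes of 0.117 with the axis loadings. Why the libraries differ in length was not tested.

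Further lists were called for the interaction at the preset correlation, and, as for erythroid genes, each call was lost with an estimated correlation. MYC and ribosome biogenesis genes had a median interaction of 0.119, or 0.225 without CEBPA A (limma camera adjusted p = 0.02, adjusted p = 0.538 with an estimated correlation, and 0.0506 without CEBPA B and 0.146 without empty vector C). T and NK cell genes had 0.521, or 0.293 without replicate B of both mutants (camera adjusted p = 0.0104, adjusted p = 0.149 with an estimated correlation, and 0.071 without CSF3R C). The genes the study singled out had -1.08 (camera adjusted p = 0.00029, adjusted p = 0.149 with an estimated correlation, and 0.0716 without CSF3R C). Glycolysis and hypoxia genes had 0.13, or 0.308 without CSF3R C and 0.251 without CEBPA C (camera adjusted p = 0.011, and adjusted p = 0.482 with an estimated correlation). Immediate early and handling stress genes had 0.168, or 0.264 without CEBPA A, 0.253 without CSF3R A and 0.295 with the length trend taken out (camera adjusted p = 0.00373, adjusted p = 0.32 with an estimated correlation, and 0.105 without CSF3R C). Myeloid transcription factor and cytokine receptor genes had 0.185, or 0.0697 without CSF3R B, 0.079 without replicate B of both mutants and 0.111 with the length trend taken out (camera adjusted p = 0.0182, adjusted p = 0.456 with an estimated correlation, and 0.0506 without CEBPA B and 0.091 without CSF3R B). Neutrophil granule and maturation genes had -0.647, or -0.157 without CSF3R A, -0.373 without empty vector C and -0.414 with the length trend taken out (camera adjusted p = 0.000505, and adjusted p = 0.538 with an estimated correlation). Primary granule genes had 0.0691, which ran from 0.033 without empty vector B to 0.196 without CSF3R A, also moved by over 1.5 times without CEBPA B, CEBPA C, empty vector C or replicate A or C of both mutants, and was 0.319 with the length trend taken out (camera adjusted p = 0.000505, and adjusted p = 0.32 with an estimated correlation).

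Single genes with an interaction above 0 were Aldh1a3 at 2.22, Afap1 at 2.09, Nrp1 at 1.94, Far2 at 1.78, B4galnt4 at 1.73 and Tarm1 at 1.68 on the log2 scale. Ifi209, uncertain because its family can share reads, stood at 2.13 and Il31ra at 1.90, and both lost the call with limma voom group weights, at adjusted p of 0.0997 and 0.14. Trpm6 stood at 2.40 and lost the call without any 1 library other than CEBPA A, CSF3R A, CSF3R C and empty vector B (adjusted p 0.0544 to 0.0904). Chdh stood at 1.92 and lost it without any 1 library other than CSF3R A, CSF3R C and empty vector C (0.0551 to 0.0779).

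Below 0 were Sema4f at -4.01, Isg15 at -3.92, Nrep at -3.72 and Rsad2 at -3.62. Nos2 stood at -7.01 and Stfa1 at -5.91, and without CEBPA A these were -5.78 (adjusted p = 0.239, edgeR) and -3.44 (adjusted p = 0.275). Mmp8 stood at -3.50 and Oas2 at -3.35, with adjusted p of 0.0758 and 0.0565 when no filter on low counts was used. Rbp4 stood at -5.24, lost the call without any 1 library other than empty vector C and replicate B of both mutants (adjusted p 0.0547 to 0.0716), and moved to -7.91 without empty vector C. Lox stood at -3.82, lost the call without any 1 library of mutant CEBPA or of both mutants and without empty vector A or B (adjusted p 0.0868 to 0.165), and moved to -7.38 without empty vector C.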

How the results depend on the processing

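The tests of the transcript length offset and of limma voom with a weight per group were chosen only after the result was seen. So was the limit of DESeq2 to the filtered genes, and the others were chosen beforehand. No single gene or list test that passed its threshold, with or without the change of setting, turned its direction, and no correlation changed sign. The balance of calls for mutant CSF3R alone did turn, from 52.7% higher to 44.1% with total counts and 48.9% with the length offset, and the median of primary granule genes there from 0.135 to -0.139 with the offset, -0.196 without CSF3R C and -0.0439 without empty vector C. Medians of several lists that were not called turned as well. Of the values of single genes under other settings, 5806 kept their side of the threshold, 46 moved past it and 68 no longer passed; with 1 library left out these numbers were 7025, 66 and 157. Of the list tests, 699 kept their side, 21 moved past it and 72 no longer passed, and with 1 library left out 1542, 24 and 18. Depth limits low genes most, since a gene with no counts in a group allows only a bound of 3 counts.

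For mutant CSF3R alone, voom called 419 genes lower and 2052 at the adjusted p alone, and a fit of the compared groups only gave 1702 at the adjusted p alone. A stricter filter, which tests fewer genes, left 579 genes higher for mutant CEBPA alone, 495 higher for both mutants against mutant CSF3R, and 1260 called with 638 higher for both against empty vector. The compared groups only gave 4696 and 2013 at the adjusted p alone for both mutants against mutant CEBPA and against mutant CSF3R. For the interaction DESeq2 called 366, 113 higher, with 626 at the adjusted p alone, and the length offset gave 435 at the adjusted p alone. Correlations of the CSF3R effect across backgrounds were 0.262 (rho 0.256) with no filter and 0.778 (rho 0.601) with abundant genes only, and those of the CEBPA effect 0.294 (0.277) and 0.781 (0.6). Voom left 214 genes lower for mutant CSF3R on both backgrounds. Lists called with an estimated correlation numbered 3, 2, 1, 3, 0 and 5 in the order mutant CSF3R alone, mutant CEBPA alone, interaction, both against mutant CEBPA, both against mutant CSF3R and both against empty vector, and fry called 3 for the interaction and 17 for both against empty vector. With 2000 genes the principal components carried 49.4% and 31.6%. The cause was not tested except where fewer genes were tested. Total counts in place of TMM moved the median change of all genes for mutant CSF3R alone from 0.0117 to -0.0968.

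With 1 library left out, the interaction called 137 to 565 genes, 33 to 202 higher and 104 to 363 lower, with 153 to 1745 at the adjusted p alone. The highest of each came without CSF3R C. At the adjusted p alone mutant CSF3R alone gave 2308 to 6399, and both against mutant CSF3R 1934 to 6666 with 515 to 1035 called lower. The correlation of the CSF3R effect ran from 0.591 to 0.68 (rho 0.412 to 0.584) and of the CEBPA effect from 0.616 to 0.698 (rho 0.439 to 0.606).

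Equal letters did not pair the libraries: over 18 pairs of equal letters the correlation of deviations ran from -0.349 to 0.285, with a median of 0.0305 and 2 over 0.1, and 14 of 36 comparisons had the own letter as the best match. A replicate block called 154 genes for the interaction, 35 of them higher, with 177 at the adjusted p alone.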

Other observations

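Apart from the spread under random splits and the gene set of DESeq2, none of the tests in this part was chosen only after the result was seen. Genes of other lineages moved on more than 1 background. Dntt, the DNA polymerase that adds bases to antigen receptor joints in lymphoid progenitors, rose with mutant CEBPA alone from 0.779 ± 0.305 to 3.54 ± 1.05 CPM (log2 fold change 2.17 ± 0.398, edgeR adjusted p = 0.00182) and stood at 7.20 ± 0.507 CPM with both mutants. Il7r, the interleukin-7 receptor of lymphoid cells, rose with mutant CSF3R alone from 1.02 ± 0.712 to 9.71 ± 1.14 CPM (log2 fold change 3.24 ± 0.448, adjusted p = 0.000206), and by 4.17 with mutant CEBPA present. Cd79b, a chain of the B cell receptor, fell by 0.64 with mutant CSF3R alone and by 1.29 with both mutants against empty vector. The B cell list as a whole was not called in these contrasts.

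Monocyte genes rose singly rather than as a list with both mutants against empty vector, where 9 of 22 rose and 6 fell, the same adjusted over the list alone (camera adjusted p = 0.0768). Fcgr1, the high-affinity immunoglobulin receptor, rose by 2.44, F13a1 by 3.61 and Gpnmb by 5.01, while Irf8 fell by 1.43. Among cholesterol synthesis genes Hmgcs1, which makes the precursor of mevalonate, rose by 1.52 with mutant CEBPA alone and by 1.41 with mutant CSF3R present. Socs2 rose with mutant CEBPA on both backgrounds, by 2.72 and 3.01, and Cish fell by 1.67 and 1.45.

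For the 5 contrasts of 3 libraries against 3 the 10 splits are too few for a share under 0.05. They also decide nothing because libraries moved between groups turn real effects into spread, which lowers the counts of the other splits. The common biological coefficient of variation at the median of the other splits was 0.253 to 0.283, against 0.166 for the real one. The real split called 1390 genes for mutant CSF3R alone and the highest other 160, that of empty vector A, empty vector B and CSF3R C against the rest. For mutant CEBPA alone it called 1497 and the highest other 0, and for both mutants against mutant CEBPA 1397 and 0. Against mutant CSF3R it called 1422 and 0, and against empty vector 1897 and 0.

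Genes called for mutant CSF3R alone numbered 1390 at the thresholds of the study. That is higher than the value quoted from the study above. Genes called for mutant CEBPA alone numbered 1497. This too is higher than the value quoted from the study above. The interaction went the other way, with 229 genes called, fewer than the study's count, for which no fold threshold is stated. At the same thresholds DESeq2 called 1511, 1608 and 366 genes for mutant CSF3R alone, mutant CEBPA alone and the interaction. Whether the study shrank its fold changes, and which genes it tested, is not given in the sources used here.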
